A study of Mus musculus with 157 samples. Its data were reported in "Tia1 dependent regulation of mRNA subcellular location and translation controls p53 expression in B cells" (2017).

How the data were processed

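Splenic B cells of C57BL/6Babr mice were cultured with lipopolysaccharide (LPS, 10 µg/ml) for 48 h and left without further treatment (LPS) or exposed to etoposide at 20 µM for 4 h (LPS+ET). In the third group they had 47 h of LPS, per the labels, and then the ATM kinase inhibitor KU55933 at 10 µM for 1 h ahead of the etoposide (LPS+ET+KU). Etoposide traps topoisomerase II on DNA and leaves double-strand breaks. The study's methods add etoposide after 48 h of LPS, while a legend for flow cytometry places it in the last 4 h. If LPS cells were collected at 48 h and the others later, culture time differed between the groups as well. Cytoplasmic extracts made in the presence of cycloheximide were spread over sucrose gradients, and fractions 4 to 16 of each gradient were turned into 3′ end sequencing libraries. Fractions 4 to 7 held monosomes, fractions 8 to 10 light polysomes and fractions 11 to 16 heavy polysomes, per the labels. Each of the 3 treatments had 4 gradients of 13 fractions. One further library came from fraction 17 of an LPS gradient.

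The authors reverse transcribed the same concentration of RNA from each fraction with primers that carried a library barcode and random bases, removed PCR duplicates with those bases, trimmed A tracts, aligned the tags to the GRCm38 assembly and tallied them per Ensembl gene at poly(A) sites. The deposited table holds these values as counts, without normalization. The values were checked to be whole numbers in all 157 libraries and 19600 genes. Because equal RNA concentrations went into the libraries, the total of a fraction library does not measure how much mRNA that fraction held.

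The column names gave the treatment, the fraction and a library pool tag, LUL15 to LUL18, and each pool held 1 gradient of each treatment. Of the 157 columns, 79 could be matched to a single labelled sample. The other 78, of pools LUL16 and LUL18, were matched to their treatment and fraction only, since each name fits more than 1 replicate number. The fraction 17 library of pool LUL16 fits replicate 2 alone. That points to replicate 2 for this pool and leaves the remaining number for LUL18, but these numbers were not used. A gradient is therefore named here by its treatment and pool. The pool tag was tested as a pairing variable: the deviations of log2 CPM (counts scaled to the same library total) from the treatment means correlated at r of 0.305 to 0.799 (median 0.585) between gradients of the same pool and at -0.628 to 0.284 (median -0.190) between gradients of different pools. All 12 same-pool pairs exceeded 0.1, and 5 of 36 different-pool pairs did, so the pools were taken to pair the gradients. The pairing comes from the column names and not from a statement about animals or days. These correlations run across genes, which are not independent replicates.

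Counts of fractions 4 to 16 were summed per gradient for ribosome-associated mRNA, and over the fractions of each class for monosomes, light and heavy polysomes. Differences between treatments were tested with edgeR 4.0.16 (TMM normalization, the default expression filter, quasi-likelihood F-test) on all 12 gradients, with treatment as the only term, and each contrast compared 4 gradients with 4. Genes were called at a Benjamini-Hochberg adjusted p under 0.01, the threshold of the study, and all such p-values are two-sided. Changes along the gradient were tested with the same edgeR functions on the 104 single-fraction libraries of each pair of treatments, with fraction, treatment and their interaction as terms, against a model with fraction alone. The interaction was also tested alone, and with a term per gradient. RiboLoad, the share of a gene's counts in heavy polysomes, was taken for genes with a mean of 100 or more counts per gradient, turned into a logit with 0.5 added to each count, and tested with limma 3.58.1. Gene sets were tested with camera at a correlation of 0.01 between genes, and repeated with an estimated correlation and with fry, and a set was called at an adjusted p under 0.05. The p53 target list (36 symbols) and the ribosomal protein list (81 genes, by symbol) were written before the data were examined, as were the named genes or their rule, the tests and all alternatives except a pair of fits. Lists of G2 and M phase, S phase, interferon-response, myeloid cell and T cell mRNAs were written after the named genes had been seen and before the lists were tested.

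Single shares were compared with exact permutation tests, two-sided, over the 70 ways to split 8 gradients into groups of 4, whose smallest p is 0.0286. Exact sign flips of the 4 pool differences have a smallest p of 0.125. Values are given as mean ± SD of 4 gradients unless an SE is named. Computations used R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene positions came from the deposited table, and the annotation at each counted site came from GENCODE release M21 of the same assembly.

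Named genes followed a written rule. Part (a) took the mRNAs that the study follows (Trp53, Hif1a, H2-K1, Cdkn1a, Gadd45a, Pabpc1, Tia1, Tial1 and Ccnd2). Part (b) took the 5 largest rises and 5 largest falls of ribosome-associated mRNA in LPS+ET against LPS among called genes with a mean of 100 or more counts per gradient and no overlap of the 4 and 4 gradients in CPM. Part (c) took 3 and 3 in LPS+ET+KU against LPS+ET by the same criteria, part (d) 3 and 3 for RiboLoad, and part (e) Malat1, Neat1 and the mitochondrially encoded mRNAs as background. Part (d) named no gene in the deposited counts, and genes named from scaled RiboLoad were chosen after their values were seen. A pair of genes that met the rule are not reported here. Simulations of 20 data sets per case gave the values that arise when LPS+ET, LPS+ET+KU or both do not differ from the gradients they are compared with.

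The procedures were tested on simulated data with 200 changed genes. With a 3-fold change, edgeR on summed counts recovered 182 (91.0%) in LPS+ET against LPS with 2 unchanged genes called, and 181 (90.5%) in LPS+ET+KU against LPS+ET with 3. DESeq2 recovered 183 and 187, with 9 and 10 unchanged genes called. In single fractions, 197 (98.5%) were recovered by the test of the whole profile and 113 (56.5%) by the interaction alone. There the change was placed in the heavy polysome fractions of LPS+ET only. Libraries were drawn independently, without differences between gradients or pools, so these shares leave out the dependence between libraries of a gradient. The limma test of RiboLoad recovered 19 (9.5%) and 35 (17.5%) genes shifted by 1 logit unit, with no unchanged gene called, so few changes of that size could be detected in RiboLoad.

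Alternatives were an adjusted p under 0.05, DESeq2, DESeq2 size factors in edgeR, no expression filter beyond 1 count, a fit to the 8 compared gradients only, the pool as a block, each fraction scaled to CPM with equal weight, fractions 4 to 15 only, fraction 17 added, other count minimums, a larger pseudocount, a narrower definition of heavy polysomes, other set tests and each gradient left out in turn. A pair of fits, RiboLoad from scaled fractions with the pool as a block, was added after seeing the data. The depth range covers fractions 4 to 16, and fraction 17 entered a comparison only as the alternative named above. Whole-cell mRNA sequencing from the same study lay outside this series, and the study's published list of cellular mRNA changes after etoposide was not used. Ribosome association was therefore not set against total mRNA.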

Results

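mRNA bound to ribosomes was profiled along sucrose gradients of B cells kept in LPS for 48 h (47 h ahead of the inhibitor), before and after DNA damage by etoposide, with or without inhibition of the kinase ATM by KU55933. The data comprised 156 single-fraction 3′ end libraries, from 13 fractions of 12 gradients, with 4 gradients in each of the LPS, LPS+ET and LPS+ET+KU groups, and 1 library from fraction 17 of an LPS gradient. The libraries held 156885278 counts over 19600 genes, of which 16519 were protein coding and carried 86.3% of the counts. Totals of the 156 libraries of fractions 4 to 16 ran from 14724 to 4170688 counts (median 811932), a 283-fold range, and the fraction 17 library held 777 counts. Summed over fractions 4 to 16, gradient totals lay between 6404957 (LPS+ET of pool LUL16) and 21449781 (LPS+ET+KU of pool LUL16). Igkc, the immunoglobulin kappa constant gene, was the most abundant gene with 5.67% of the counts on average. Between gradients of the same treatment, log2 CPM correlated across genes, which are not independent replicates, at r of 0.901 to 0.984.

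**Figure D1:**
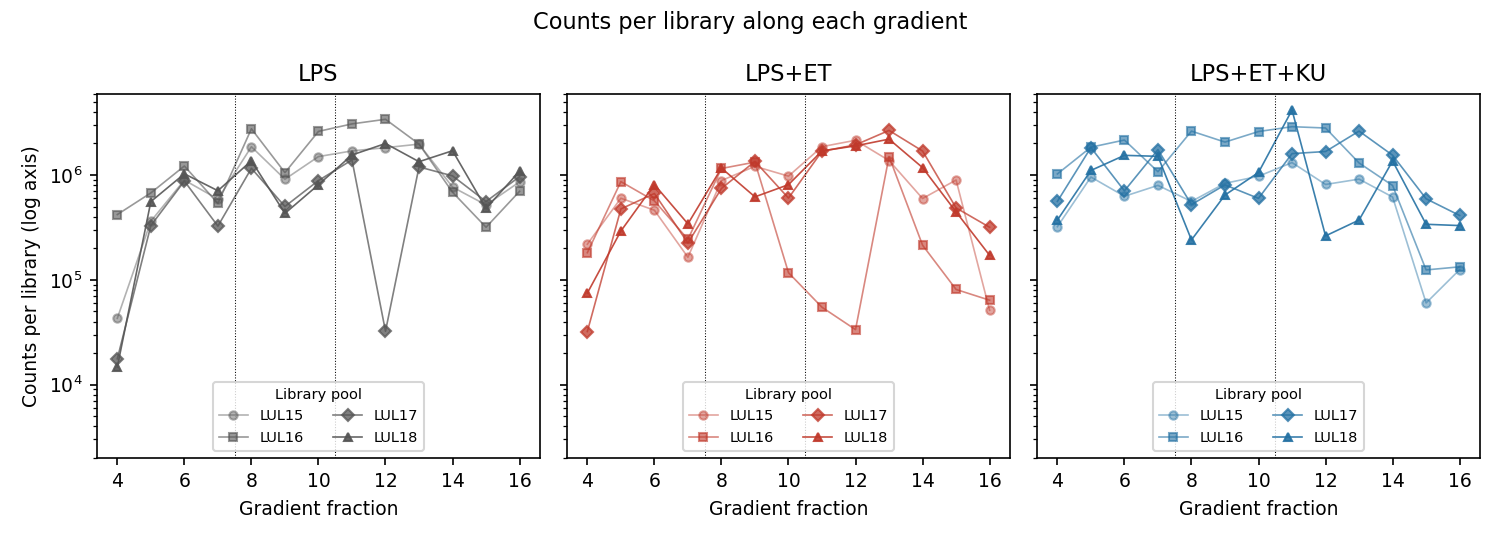
Counts per library (vertical, log axis) against gradient fraction (horizontal) for LPS, LPS+ET and LPS+ET+KU, with 1 line and symbol per library pool. In LPS+ET of pool LUL16, fractions 11 and 12 hold 54686 and 33476 counts, while the other 3 pools hold 1686294 to 1866416 and 1898500 to 2146451.

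The first comparison, LPS+ET against LPS, asked which mRNAs change their association with ribosomes after DNA damage. Of 12755 genes tested with edgeR on the counts of fractions 4 to 16, 1618 (12.7%) were called at an adjusted p under 0.01, with 1005 higher and 613 lower in LPS+ET. Their median absolute log2 fold change was 1.51, and 1290 of them changed by more than 1 on the log2 scale. The 4 LPS+ET gradients did not overlap the 4 LPS gradients for 3502 genes (27.5%), where chance alone gives 2.86%. The fit with the pool as a block moved the count most, to 3403 genes (1772 higher and 1631 lower), which included all 1618. When every fraction was scaled to CPM and given equal weight, limma called 1085 genes, 71.2% of them higher against 62.1% in the main analysis, and 967 of the 1618 genes were shared.

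Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722), which encodes the cell cycle inhibitor p21, rose from 28.4 ± 4.68 to 705 ± 176 CPM (SD, n = 4), a log2 fold change of 4.64 ± 0.29 (SE, edgeR adjusted p 5.3e-07). The largest rises among genes that met the naming rule were in Ddit4l (ENSMUSG00000046818, chromosome 3, 137621612 to 137628333), with a log2 fold change of 6.62 ± 0.68 (adjusted p 1.7e-05) and 25.6 ± 11.3 CPM against 0.264 ± 0.084 CPM. They continued with 1700007K13Rik (log2 6.34 ± 0.93, adjusted p 2.9e-04), Ckmt1 (6.23 ± 0.53, 4.9e-06), Zfp365 (6.11 ± 0.60, 1.3e-05) and 9530053A07Rik (6.07 ± 0.88, 2.6e-04). LPS gradients held few counts of these 5 genes, between 3 and 4 per gradient for Ddit4l, 1 and 6 for 1700007K13Rik and 6 and 22 for Zfp365, so the fitted folds depend on the prior count. Among the largest falls were those of Chac1, with a log2 fold change of -2.60 ± 0.37 (adjusted p 2.2e-04), Cdkn3, -2.50 ± 0.21 (3.8e-06), Pif1, -2.40 ± 0.32 (1.4e-04), and Plk1, -2.39 ± 0.32 (1.3e-04). Plk1 (ENSMUSG00000030867, chromosome 7, 122159437 to 122169875), a mitotic kinase gene, went from 492 ± 39.1 to 93.6 ± 30.6 CPM. All of these genes kept their call and direction without any single gradient. Of the 25 genes named for ribosome association in any comparison, 22 were counted within 100 bases of an annotated transcript end and 21 in an untranslated exon. The exceptions in distance were Hif1a (639 bases) and Ccrl2 (346 bases), both in an untranslated exon, and Cdh23 (68967 bases, in an intron).

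Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873), which encodes p53, stood at 420 ± 87.5 CPM in LPS+ET and 302 ± 88.0 CPM in LPS, a log2 difference of 0.47 ± 0.22 that was not called (edgeR adjusted p 0.148). Hif1a (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) rose by 0.63 ± 0.24 (0.0755), and H2-K1 (ENSMUSG00000061232, chromosome 17, 33996017 to 34000333), a class I MHC gene, by 0.53 ± 0.24 (0.130). Gadd45a, with 21 to 323 counts per gradient, rose by 0.82 ± 0.36 (0.128). With the pool as a block in edgeR, Hif1a (0.62, adjusted p 0.00102) and Gadd45a (0.86, 0.00352) were called. Pabpc1 (0.12, 0.794), Tia1 (-0.37, 0.213), Tial1 (-0.42, 0.147) and Ccnd2 (-0.49, 0.211) were not called, and Pabpc1 stood at -0.04 without the LPS gradient of pool LUL16.

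The p53 target list, fixed before the counts were seen, rose as a set in LPS+ET against LPS. The median log2 fold change of the 34 genes present was 2.42, 31 of them were higher, and camera gave an adjusted p of 1.8e-19. Over all genes tested 26 were called by edgeR, and 27 when adjusted over the list alone. The call held under fry (adjusted p 1.5e-07) and with an estimated correlation (0.00953). Ribosomal protein mRNAs (76 genes) had a median of -0.18 with 61 lower (camera adjusted p 0.0244). That result was past the 0.05 used for sets and not past 0.01, and it was lost under fry (0.347) and with an estimated correlation (0.594), as well as without the LPS+ET gradient of pool LUL15 (median -0.12, adjusted p 0.151) or LUL17 (-0.12, 0.159). With equal weight per fraction the ribosomal protein median was 0.00, with 39 genes higher and 37 lower, so no direction held for this set.

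**Figure D2:**
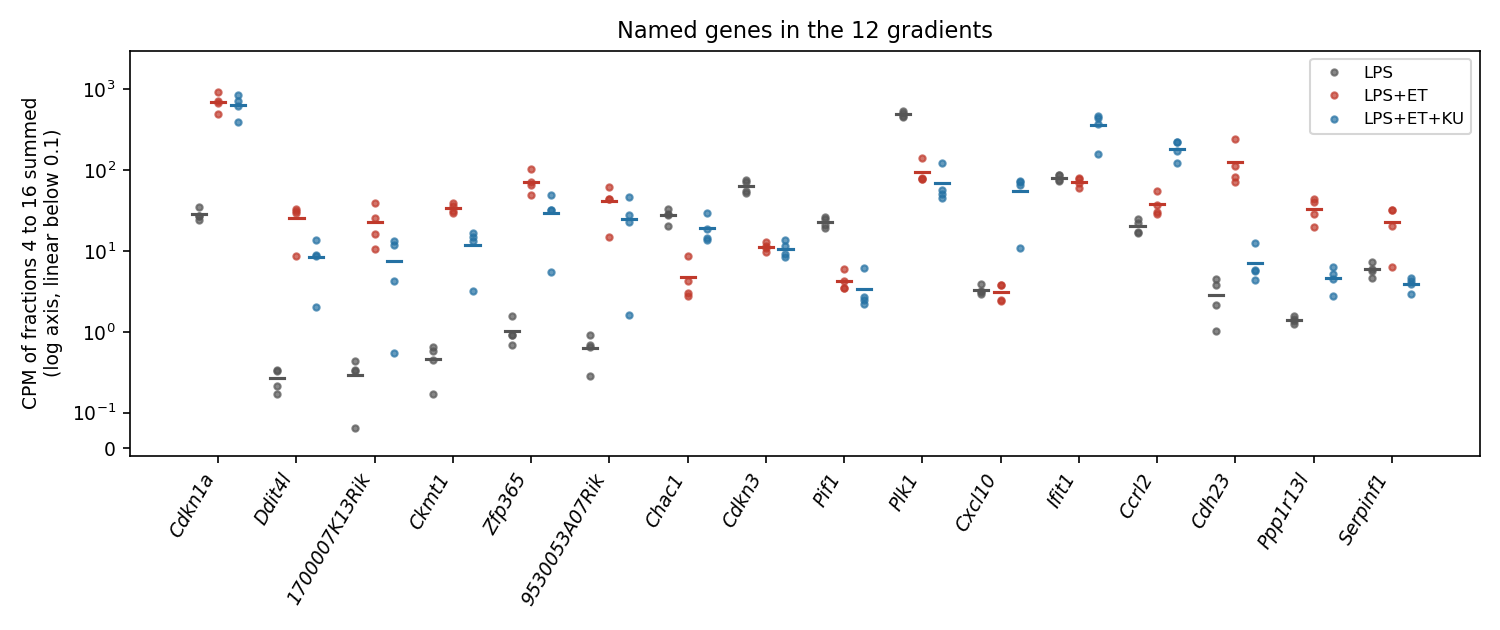
CPM of fractions 4 to 16 (vertical, log axis that is linear below 0.1) for Cdkn1a and genes named by the rule for LPS+ET against LPS and for LPS+ET+KU against LPS+ET (horizontal), with 1 point per gradient and a bar at each group mean. Cdkn1a averages 28.4 CPM in LPS, 705 CPM in LPS+ET and 648 CPM in LPS+ET+KU, while Ppp1r13l averages 1.40, 33.2 and 4.69 CPM.

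The comparisons with the inhibitor asked how far these changes need ATM activity. LPS+ET+KU against LPS gave 1361 called genes (797 higher and 564 lower) in edgeR, and 894 of the 1618 genes called after etoposide alone were among them, 893 with the same sign. The direction of the etoposide change was the same with KU55933 for 1600 of the 1618 genes (98.9%), and the median gene kept 75.2% of its log2 change. Simulated inhibitor gradients that did not differ from LPS gave the same direction for a median of 58.2% of called genes over 20 simulations, with 2.67% kept, and those that did not differ from LPS+ET gave 100% and 97.8%. Across all genes the changes from LPS with and without the inhibitor correlated at r = 0.856. Both share the LPS gradients. Simulated inhibitor gradients that did not differ from LPS gave a median r of 0.140 (0.107 to 0.166 over 20 simulations), those that did not differ from LPS+ET gave 0.970, and simulations in which no group differed from LPS gave 0.505 (0.490 to 0.510). Genes are not independent replicates in these correlations. The LPS+ET+KU against LPS count depended on single gradients: it was 755 without the LPS gradient of pool LUL15, 830 without LPS LUL16, 799 without LPS LUL18 and 830 without LPS+ET+KU LUL18. With equal weight per fraction limma called 875 genes, 73.4% of them higher against 58.6%.

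The direct comparison, LPS+ET+KU against LPS+ET, called 58 genes in edgeR (28 higher and 30 lower), and the gradients did not overlap for 8.57% of genes against 2.86% by chance. The number depended on the model and was 811 (353 higher and 458 lower) with the pool as a block, 412 (150 and 262) in DESeq2, 319 at an adjusted p under 0.05, and 21 (14 and 7) in limma with equal weight per fraction. When only the 8 compared gradients were fitted, edgeR called 0 genes, with 1603 at an unadjusted p under 0.05. All 58 genes were also called with the block and in DESeq2. Leaving out single gradients gave 19 genes without LPS+ET LUL15, 172 without LPS+ET LUL16, 22 without LPS+ET LUL17, 20 without LPS+ET LUL18, 31 without LPS+ET+KU LUL15, 22 without LPS+ET+KU LUL17 and 19 without LPS+ET+KU LUL18.

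Of the 1618 genes called in LPS+ET against LPS, 1286 (79.5%) had the opposite sign in LPS+ET+KU against LPS+ET. Both contrasts share the LPS+ET gradients, and simulated inhibitor gradients that did not differ from LPS+ET gave 58.0% (54.9 to 61.9% over 20 simulations). When genes were chosen with the LPS+ET gradients of a pair of pools and the sign was read with those of the other pools, the share was 78.4% of 900 genes and 74.2% of 1202 genes. Among the 1618, 37 were also called against LPS+ET, 32 of them in the opposite direction. The p53 target list was lower with the inhibitor than with etoposide alone, with a median of -0.57, 28 of 34 genes lower and a camera adjusted p of 6.6e-08 (fry 0.0108), but with an estimated correlation the adjusted p was 0.0662 and the set was not called. No p53 target was called on its own by edgeR, over all genes or adjusted over the list alone, although 16 had an unadjusted p under 0.05 and DESeq2 called 4. Ribosomal protein mRNAs had a median of 0.32 (68 of 76 higher, camera adjusted p 8.4e-07), a call that was lost under fry (0.127) and with an estimated correlation (0.336), and their median was -0.06 with equal weight per fraction.

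**Figure D3:**
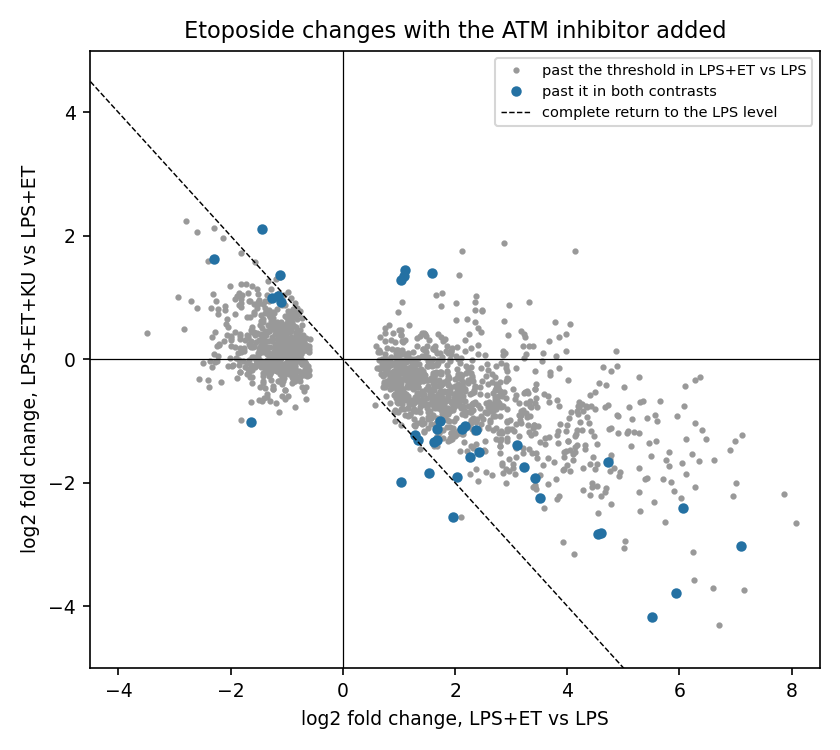
Log2 fold change of LPS+ET+KU against LPS+ET (vertical) plotted against that of LPS+ET against LPS (horizontal) for the 1618 genes called after etoposide, with 1 point per gene. Of these, 79.5% lie on the opposite side of 0 in the 2 contrasts, 37 (blue) were called in both, and the dashed line marks a complete return to the LPS level.

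The largest rises with the inhibitor were in Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889), with a log2 fold change of 4.17 ± 0.49 (edgeR adjusted p 0.00143) and 55.1 ± 29.7 CPM against 3.08 ± 0.776 CPM in LPS+ET, and in Ifit1 (2.33 ± 0.28, 0.00143; 360 ± 139 against 71.8 ± 8.85 CPM) and Ccrl2 (2.27 ± 0.26, 0.00143). The largest falls were in Cdh23 (-4.17 ± 0.52, 0.00143), Ppp1r13l (-2.84 ± 0.29, 8.7e-04) and Serpinf1 (-2.55 ± 0.40, 0.00607). Ppp1r13l (33.2 ± 11.2 to 4.69 ± 1.49 CPM) had risen after etoposide alone by a log2 of 4.55 (1.2e-06). Cdh23 (ENSMUSG00000012819, chromosome 10, 60302748 to 60696490) went from 2.85 ± 1.55 CPM in LPS to 127 ± 78.6 CPM in LPS+ET and 7.06 ± 3.66 CPM in LPS+ET+KU, but its counted site at 60445833 lies in an intron, and 88.5% of its LPS+ET counts came from fractions 6, 7, 8 and 11. None of these 6 genes was called in edgeR when only the 8 compared gradients were fitted (adjusted p 0.0166 to 0.0440). Serpinf1 was also not called without LPS+ET LUL15 (0.0193), LUL17 (0.0203) or LUL18 (0.0240), or without LPS+ET+KU LUL15 (0.0233), LUL16 (0.0118), LUL17 (0.0182) or LUL18 (0.0297). Chac1 (2.06, 0.0126), which fell after etoposide, was higher with the inhibitor but not past the threshold. Cdkn1a (-0.12, 0.859), Trp53 (-0.53 ± 0.22, 0.258; 292 ± 34.3 CPM), Hif1a (-0.46 ± 0.24, 0.369) and H2-K1 (0.04, 0.954) were not called against LPS+ET. The Trp53 fall had an unadjusted p of 0.0330 and was -0.60 to -0.38 without single gradients. With equal weight per fraction, Trp53 (0.07) and Hif1a (0.03) changed sign in that comparison.

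**Figure D4:**
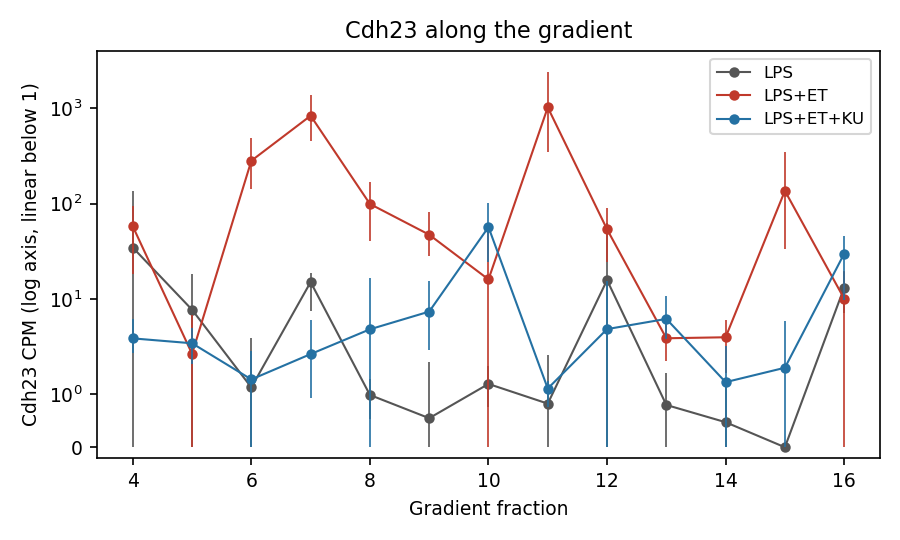
Mean CPM of Cdh23 (vertical, log axis that is linear below 1) against gradient fraction (horizontal) in LPS, LPS+ET and LPS+ET+KU, with lines from the lowest to the highest of 4 gradients. In LPS+ET, fraction 11 averages 1019 CPM and fraction 10 averages 16.0 CPM.

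The same comparisons were made within each class of fractions, to ask where along the gradient mRNA levels changed. In LPS+ET against LPS, edgeR called 850 of 8932 genes in monosomes (575 higher), 1055 of 9922 in light polysomes (651 higher) and 1101 of 11368 in heavy polysomes (698 higher). In total 1854 genes were called in at least 1 class, 356 in all 3, and 1310 of the 1854 were also called in the sum of all fractions. The pool block moved these counts most, to 2195, 2482 and 2338. Without single gradients the monosome count was 538 (LPS LUL16), 566 (LPS LUL18) and 520 (LPS+ET LUL15), and the heavy polysome count was 721 (LPS LUL15), 725 (LPS LUL18) and 722 (LPS+ET LUL18). In LPS+ET+KU against LPS+ET, 19 genes were called in monosomes (6 higher), 29 in light polysomes (14 higher) and 65 in heavy polysomes (29 higher), and the block gave 502, 531 and 372. The monosome count was 2, 38, 4 and 2 without the LPS+ET gradients of pools LUL15, LUL16, LUL17 and LUL18, and 8, 3 and 3 without the LPS+ET+KU gradients of pools LUL15, LUL17 and LUL18. The light polysome count was 2, 52, 3 and 2 without the same LPS+ET gradients and 13, 19, 10 and 3 without those of LPS+ET+KU. The heavy polysome count was 12, 105, 9 and 10 without the LPS+ET gradients and 27, 18 and 13 without the LPS+ET+KU gradients of pools LUL15, LUL17 and LUL18.

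Whole polysome profiles were compared with fraction and treatment in 1 model, following the question of which mRNAs change in any fraction. Of 10360 genes, 3208 were called in LPS+ET against LPS by edgeR, and 1333 of these were among the 1618 called from the summed counts. This model treats the 13 libraries of each gradient as independent, so its counts depend on differences between gradients as well. The split of pools LUL15 and LUL16 against LUL17 and LUL18 gave 1836 genes. The interaction of treatment and fraction, which isolates a change of distribution, was called for 142 genes (593 with a term per gradient). In LPS+ET+KU against LPS+ET, 839 of 10472 genes were called, including all 58 genes from the sum, and the interaction was called for 110 (380 with a term per gradient). The count of 839 became 424 without LPS+ET LUL15, 546 without LPS+ET LUL17, 406 without LPS+ET LUL18 and 516 without LPS+ET+KU LUL18, and 1919 with the pool block. Other splits of the same gradients, by pool instead of by treatment, gave counts at least as large as the interaction counts and as the 839 genes. The 7 other splits that part the gradients of every pool gave 0 interactions in both contrasts, and at most 316 genes in the first and 34 in the second. Among called interactions 6.58% of pseudogenes and 1.21% of other genes were found in LPS+ET against LPS.

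RiboLoad, the share of a gene's counts in heavy polysomes, addressed whether mRNAs move into or out of heavy polysomes. In the counts as deposited limma called 0 of 8000 genes in LPS+ET against LPS, with 154 at an unadjusted p under 0.05, and 0 in LPS+ET+KU against LPS+ET, with 317. The median RiboLoad was 64.3% in LPS, 61.5% in LPS+ET and 56.4% in LPS+ET+KU, and after scaling 55.2, 53.9 and 54.7%. The LPS+ET value depended on pool LUL16, at 30.7% as deposited, while its other 3 gradients were at 68.4 to 74.3%, against 59.6 to 70.5% in LPS. The ratio of the group means differed from 1 by more than 25% for 4.71% of genes in the first contrast and 7.51% in the second, and for 12.5% and 5.30% after each fraction was scaled to CPM. Without the LPS+ET gradient of pool LUL16, limma called 3 and 760 genes. The pool block gave 30 (5 higher and 25 lower) and 20 (all lower). RiboLoad followed the heavy share of all counts of its gradient within treatments, with a median r of 0.940 over genes, and 7117 genes (89.0%) above 0.8. After each fraction was scaled to CPM that median was 0.264, and limma called 26 genes in LPS+ET against LPS (3 higher and 23 lower) and 0 in LPS+ET+KU against LPS+ET (689 at an unadjusted p under 0.05). Of the 26, 5 were pseudogenes. Those that rose, chosen after their values were seen, included Serpine2 (48.6 ± 11.8 to 75.6 ± 1.83%) and Per1 (66.4 ± 3.47 to 84.0 ± 2.88%). On the logit scale the largest falls were in Ndst3 (66.0 ± 3.13 to 28.9 ± 7.99%), counted in an intron 72005 bases from an annotated end, the pseudogene Gm3222 (65.2 ± 6.62 to 29.1 ± 2.71%) and Lrba (89.8 ± 0.884 to 65.7 ± 4.26%).

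The heavy polysome share of single mRNAs was followed for Trp53 and 5 others. In the counts as deposited the Trp53 share was 78.2 ± 3.30% in LPS, 84.5 ± 6.97% in LPS+ET and 76.6 ± 5.95% in LPS+ET+KU (SD, n = 4). It was higher in LPS+ET than in LPS in 4 of 4 pools, by 6.24 percentage points on average (exact permutation p 0.143, two-sided; the exact sign-flip p was the smallest possible), and with the inhibitor it fell by 7.83 points, in 4 of 4 pools (exact p 0.143). Within pools the differences had an SD of 4.24 and 1.92 points. Without the LPS+ET gradient of pool LUL16 both had an exact p of 0.0286, at 9.58 and -11.2 points. With fractions scaled to CPM the shares were 68.9 ± 1.37, 77.5 ± 3.95 and 77.2 ± 3.36%, so the rise was 8.67 points (exact p 0.0286, adjusted over 12 tests 0.171) and the difference with the inhibitor was -0.34 points (exact p 0.857), though the share was higher in 3 of 4 pools and lower only in LUL17 (-8.86 points). Hif1a shares were 75.3 ± 4.21, 77.4 ± 6.71 and 70.2 ± 5.12%, and scaling reversed both differences, from 2.11 to -0.580 points after etoposide and from -7.24 to 7.01 points with the inhibitor (exact p 0.629, 0.686, 0.114 and 0.0857). H2-K1 shares were 82.0 ± 2.53, 84.6 ± 10.8 and 74.4 ± 8.18%, with differences of 2.62 and -10.2 points (exact p 0.743 and 0.171), or 4.37 and -2.89 points after scaling (exact p 0.143 and 0.457). The scaled share with the inhibitor was lower in 4 of 4 pools (-3.20 to -2.37 points), and that after etoposide was higher in 3 of 4. The Cdkn1a share was higher with the inhibitor than in LPS+ET by 11.0 points after scaling, in 4 of 4 pools (exact p 0.0286, adjusted 0.171), and by 8.13 points as deposited (exact p 0.686). Pabpc1 shares differed with the inhibitor by -11.1 points as deposited and -1.86 points after scaling, each lower in 4 of 4 pools (exact p 0.171 and 0.6). As deposited, Trp53, Hif1a, H2-K1 and Pabpc1 shares all fell in 4 of 4 pools, so the fall was not particular to Trp53. Gadd45a shares differed by 11.0 and -1.24 points as deposited (exact p 0.514 and 1.0) and by 4.96 and 5.99 points after scaling (exact p 0.629 and 0.8). The smallest adjusted p of the 12 tests was 0.411 as deposited and 0.171 after scaling.

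**Figure D5:**
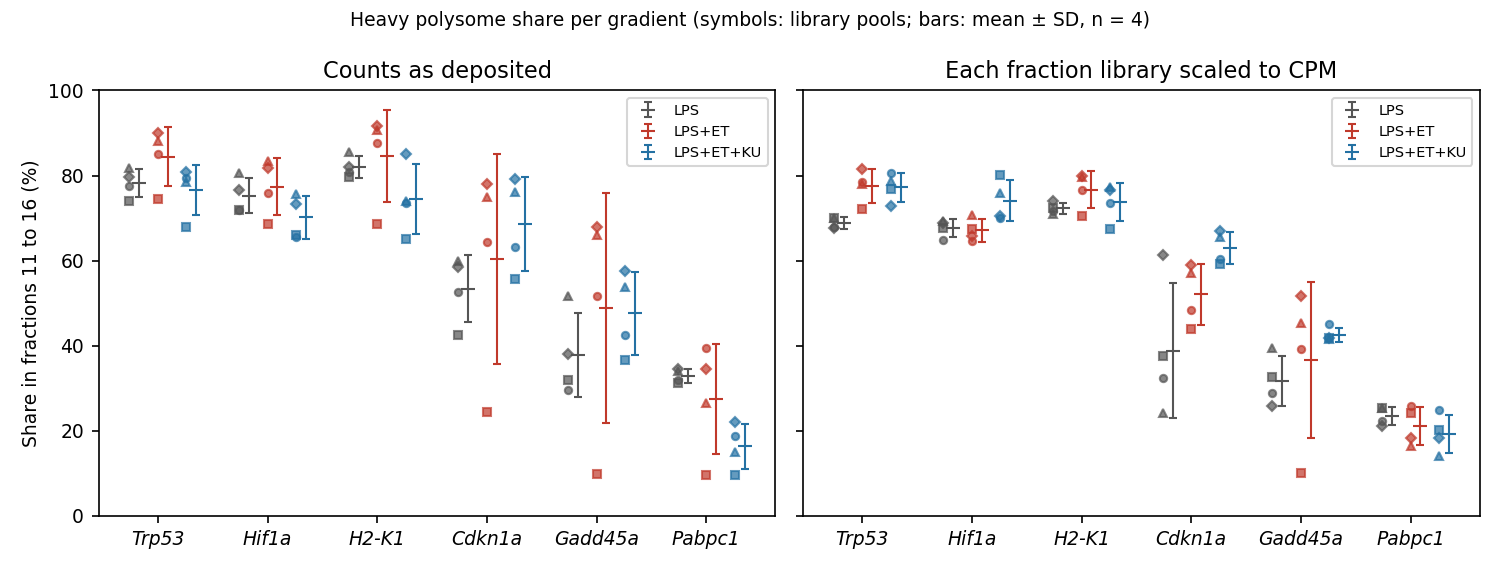
Share of counts in fractions 11 to 16 (vertical, %) for Trp53, Hif1a, H2-K1, Cdkn1a, Gadd45a and Pabpc1 (horizontal) in LPS, LPS+ET and LPS+ET+KU, from counts as deposited (left) and from fractions scaled to CPM (right). Symbols are gradients by library pool and bars are mean ± SD (n = 4), and the Trp53 share in LPS+ET+KU is 76.6% on the left and 77.2% on the right.

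Heavy polysomes held 56.0 ± 17.3% of all counts in LPS+ET and 56.4 ± 4.29% in LPS, with an exact permutation p of 1.0, two-sided. The difference of -0.403 points became 8.13 without LPS+ET LUL16, where the share was 30.4%, and 1.60 without LPS LUL18. LPS+ET+KU gradients held 46.9 ± 8.07% in heavy polysomes (exact p 0.371 against LPS+ET). That difference of -9.11 points was -17.6 without LPS+ET LUL16, -5.04 without LPS+ET LUL17 and -6.002 without LPS+ET+KU LUL16. The 500 most abundant genes took 58.0 ± 2.45% of the counts in LPS+ET and 58.4 ± 1.79% in LPS (exact p 0.714), and the sign of that difference changed without LPS+ET LUL15 (0.802 points) and without LPS LUL18 (0.0466 points). Among 26 exact tests of fraction totals, fraction 6 (log2 difference -0.70) and fraction 16 (-2.95) in LPS+ET against LPS, and fractions 4 (2.37), 5 (1.41) and 7 (2.38) in LPS+ET+KU against LPS+ET, had an exact p of 0.0286, with an adjusted p of 0.149 each. Transcripts that cytoplasmic ribosomes should not carry gave the background along the gradient. Malat1 was higher in monosome than in heavy polysome fractions by a median ratio of 8.18, 5.45 and 5.80 in LPS, LPS+ET and LPS+ET+KU, Neat1 by 17.0, 21.8 and 20.4, and the 7 mitochondrially encoded mRNAs by 10.4, 6.14 and 5.27, each in 4 of 4 gradients. Light polysome fractions did not always lie between them: Malat1 averaged 129 ± 152 CPM there and 76.5 ± 55.2 CPM in monosomes of LPS+ET+KU, and the mitochondrially encoded mRNAs took 7.47 ± 4.18% there and 6.93 ± 3.19% in monosomes of LPS+ET. In LPS these 7 mRNAs took 11.6 ± 1.35% of monosome counts and 1.09 ± 0.325% of heavy polysome counts.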

Values the study reported

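The study collected PolyRibo-3′ RNA-seq data from 13 fractions and 4 biological replicates and took an adjusted P below 0.01 as its threshold. It reported that etoposide changed the abundance of 6340 genes in cellular mRNA, and that for 3355 of them (53%) no significant change in amount on ribosomes or in distribution along polysomes was found. For a part of these 3355 genes it nonetheless described a changed amount in single polysome fractions. It counted 3580 genes as differentially translated, of which 2985 (83%) also changed in mRNA abundance and 595 did not. A change in RiboLoad was described for fewer than 10% of mRNAs, in a figure that covers genes with a changed polysome distribution.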

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

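The test of library totals along the gradient was chosen only after the result was seen, and the other tests in this part were written down before their results were known. In groups of 4 gradients a value was picked out when its gap to the nearest of the others was a part of the range of the group above Dixon's 95% critical value. Chance alone picks about 1 in 20 groups, so 6.90 of the 138 groups tested would be picked with no cause, and 12 were. Of these 12, 10 came from pool LUL16, and the labels give no biological difference between the pools, so no biological explanation was tested for the totals.

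For library totals, the LPS gradient of pool LUL16 had 419646 counts in fraction 4, far above the other 3 LPS gradients. The LPS+ET gradient of that pool had 54686 counts in fraction 11 and 33476 in fraction 12, far below the others, and its LPS+ET+KU gradient had 2624736 counts in fraction 8 and 2062487 in fraction 9, far above the others. Uneven yield of single libraries would leave neighbouring fractions unrelated. The deviations of log2 totals from the fraction means instead ran together along the gradients, with a median lag-1 autocorrelation of 0.212, where shuffled orders of the fractions reached 0.0864 at their 95% point (one-sided permutation p 0.002). That argues against independent losses of single libraries as the whole cause. A difference in where fractions began and ended, or in the RNA loaded per gradient, was not tested and stays open.

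The heavy polysome share of H2-K1 in LPS+ET of pool LUL16 was 68.6%, below the other 3 gradients. Uneven totals of the fraction libraries could account for this, because fractions 11 and 12 of that gradient were sequenced to few counts. After each fraction was scaled to CPM the gap was 0.648 of the range, no longer past the limit, which is consistent with that explanation. It is not shown to be the only one.

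Among named genes, single gradients stood apart in CPM for Ccnd2 (388 in LPS+ET+KU LUL17), Ddit4l (8.76 in LPS+ET LUL16), Pif1 (6.13 in LPS+ET+KU LUL16), Plk1 (139.5 in LPS+ET LUL15 and 121 in LPS+ET+KU LUL16) and Cxcl10 (10.9 in LPS+ET+KU LUL16). Uneven totals of the fraction libraries may contribute, because with equal weight per fraction only 1 of the 6 values, that of Ddit4l, still stood apart. The gap of Pif1 (0.779), Plk1 in both groups (0.791 and 0.759) and Cxcl10 (0.764) stayed near the limit, so the drop to 1 is a small change for these. A smaller etoposide response in LPS+ET+KU of pool LUL16 may also contribute to the values of that gradient. In that gradient the p53 targets rose by a median log2 of 1.35 from LPS, against 1.69 to 2.04 in the other LPS+ET+KU gradients, the 1618 genes moved by 0.93 in their called direction against 1.13 to 1.20, and G2 and M phase mRNAs changed by -0.87 against -1.37 to -1.76. The LPS+ET gradient of the same pool responded much like the others (p53 targets 2.55 against 2.30 to 2.62, the 1618 genes 1.41 against 1.48 to 1.53, G2 and M phase mRNAs -1.08 against -0.93 to -0.48), which goes against less etoposide in the whole pool. What was particular to the inhibitor gradient cannot be read from the counts.

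The library of fraction 17 from the LPS gradient of pool LUL16 was left out of the comparisons, except as an alternative, and held 777 counts, over 460 genes, with 72 counts of Igkc. Reads that strayed from other libraries of the pool may explain it, and so may mRNA at the bottom of the gradient. The mean composition of the pool described the counts better than LPS fraction 16 did by only 0.0252 ± 0.0244 (SE) on the log2 likelihood scale per count, which does not separate a mixture of the pool from mRNA like that of fraction 16. LPS fraction 11 of the same pool described them best of 40 compositions, by 0.236 ± 0.0356 over LPS fraction 16, so the counts resembled another library of the pool more than fraction 16. That library was picked after the comparison, and the composition of mRNA below fraction 16 is unknown, so stray reads and mRNA at the bottom of the gradient cannot be told apart.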

How the results depend on the processing

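The alternatives below were fixed before the data were examined, except RiboLoad from scaled fractions with the pool as a block, which was chosen after seeing the data. A value counts as unchanged when it kept its direction and its side of the threshold, and a count of genes when it stayed within 1.5 times of the main count. Leaving each gradient out in turn gave 200 values for 25 results that answer a comparison, of which 147 were unchanged by this measure, and 272 values for 34 single-gene results, of which 253 were unchanged. The other alternatives gave 137 values for 26 results that answer a comparison, of which 87 were unchanged, and 291 values for single genes, of which 279 were unchanged. Unless a cause is named, the cause was not tested.

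With the library pool as a block, edgeR called 3403 genes in LPS+ET against LPS, 811 in LPS+ET+KU against LPS+ET and 3589 in LPS+ET+KU against LPS for summed fractions. The classes gave 2195, 2482 and 2338 genes (monosome, light, heavy) in LPS+ET against LPS and 502, 531 and 372 in LPS+ET+KU against LPS+ET, and the polysome profile gave 1919 in the latter. RiboLoad gave 30 and 20 genes, and 32 and 0 when fractions were also scaled to CPM (894 at an unadjusted p under 0.05 for the 0). Among single genes the block changed the calls of Hif1a (0.62, adjusted p 0.00102) and Gadd45a (0.86, 0.00352) in LPS+ET against LPS, which became past the threshold. Blocking by pool changed no other call, gene set tests included. The block removes differences between pools from the residual spread, since pools pair the gradients.

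At an adjusted p under 0.05 the counts were 2875, 319 and 2903 for summed fractions, 1690, 1957 and 2131 for the classes in LPS+ET against LPS, 95, 161 and 206 for the classes in LPS+ET+KU against LPS+ET, and 1384 for the profile in LPS+ET+KU against LPS+ET, by construction at least as many as at 0.01. DESeq2 gave 412 genes in LPS+ET+KU against LPS+ET, with 36.4% higher against 48.3% in edgeR, 2263 in LPS+ET+KU against LPS, 1762 in heavy polysomes in LPS+ET against LPS, and 110, 203 and 279 in the classes in LPS+ET+KU against LPS+ET. The fit to the 8 compared gradients gave 0 genes in LPS+ET+KU against LPS+ET (1603 at an unadjusted p under 0.05). Such a fit has fewer gradients to estimate the spread, but this was not tested as the cause. It gave 1652 genes in LPS+ET against LPS, where the main count was 1618. In LPS+ET+KU against LPS it gave 1059, where the main count was 1361. The share of higher calls in LPS+ET against LPS was 52.1% with the block and 62.1% without it.

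Equal weight per fraction gave 21 genes in LPS+ET+KU against LPS+ET, 66.7% of them higher, and 875 in LPS+ET+KU against LPS, 73.4% of them higher. It shifted the median of all genes by 0.05, 0.03 and 0.10 on the log2 scale in the 3 contrasts. It reversed Trp53 (0.0689) and Hif1a (0.0261) in LPS+ET+KU against LPS+ET. For shares of counts, scaling each fraction to CPM gave 26 RiboLoad calls in LPS+ET against LPS, made the Trp53 share difference 8.67 points with an exact permutation p of 0.0286, and reversed the Hif1a differences to -0.580 and 7.01 points. The share of the 500 most abundant genes changed sign with equal weight per fraction (0.0296 points) and with the 100 most abundant genes (0.474 points).

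Fractions 4 to 15 reversed the heavy share of all counts (2.38 points) and Ccnd2 in LPS+ET+KU against LPS+ET (-0.00033). Without an expression filter beyond 1 count, 37 genes were called in monosomes in LPS+ET+KU against LPS+ET, and a minimum of 20 counts gave 1 RiboLoad call in that contrast. The interaction alone gave 142 and 110 genes for the profile, and 593 and 380 with a term per gradient, since a test of the interaction leaves out changes shared by all fractions. Set tests kept their medians by construction: with fry, ribosomal protein mRNAs were past no threshold at -0.18 (adjusted p 0.347) and 0.32 (0.127), and with an estimated correlation neither were they at -0.18 (0.594) and 0.32 (0.336), nor p53 targets in LPS+ET+KU against LPS+ET at -0.57 (0.0662).

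Leaving out 1 gradient gave 1082 to 1761 genes in LPS+ET against LPS, 19 to 172 in LPS+ET+KU against LPS+ET, and 755 to 1708 in LPS+ET+KU against LPS. In LPS+ET against LPS the classes ranged over 520 to 759 (monosome), 706 to 1074 (light) and 721 to 1364 (heavy), and in LPS+ET+KU against LPS+ET over 2 to 38, 2 to 52 and 9 to 105. The profile ranged over 2348 to 3576 and 406 to 1173. RiboLoad ranged over 0 to 3 and 0 to 760, with the highest of both without LPS+ET LUL16. Omitting that gradient also gave the highest count of summed fractions, classes and profile in each contrast that it enters. Medians of the ribosomal protein list ranged from -0.36 to -0.12, with the call lost without LPS+ET LUL15 or LUL17, and from 0.25 to 0.51, and those of the p53 target list from 2.29 to 2.50 and from -0.65 to -0.49. Share differences ranged from 4.35 to 9.58 and from -11.2 to -4.89 points for Trp53, from 0.114 to 5.05 and from -10.2 to -5.24 for Hif1a, and from 0.314 to 7.96 and from -15.5 to -7.06 for H2-K1. The 500 most abundant genes ranged from -1.24 to 0.802 points and the heavy share of all counts from -4.47 to 8.13 points.

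Among genes not called, single gradients decided the sign of Pabpc1 in LPS+ET against LPS (-0.0413 to 0.27) and, in LPS+ET+KU against LPS+ET, of H2-K1 (-0.20 to 0.17), Cdkn1a (-0.29 to 0.0611), Gadd45a (-0.0198 to 0.50), Tia1 (-0.00999 to 0.19), Tial1 (-0.14 to 0.15) and Ccnd2 (-0.19 to 0.26). The share of genes moving against the etoposide change with the inhibitor was 73.6 to 79.5% over all alternatives run. Every alternative that was planned was run, with library pools in place of replicate numbers.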

Other observations

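Tests of the order of fractions in called interactions, of Cdh23, of the spread of RiboLoad and of gene length against scaled RiboLoad were chosen only after the results were seen, and the other tests here were written down before. Ribosome-associated mRNA was called for 1618 genes in LPS+ET against LPS by edgeR, for 2391 by DESeq2 and for 3403 by edgeR with the pool as a block. The first is lower than the number of differentially translated genes quoted from the study above, and the others lie closer to it.

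Other ways to split the 8 gradients of a contrast into groups of 4 were refitted to see whether treatment or chance gave the calls. For ribosome-associated mRNA, 1 of the 35 splits gave as many genes as treatment in LPS+ET against LPS, in LPS+ET+KU against LPS+ET and in LPS+ET+KU against LPS, and that was the treatment split itself. The same count of 1 of 35 held for each class of fractions in both contrasts and for the p53 target median in both. Chance is thus less likely for these, though 1 of 35 is the smallest share that these splits can give. The margin was small for the p53 target median in LPS+ET+KU against LPS+ET, at 0.57 in size against 0.49 for the next split. Heavy polysome calls in that contrast were 65, against at most 37 in another split. Chance cannot be excluded for ribosomal protein mRNAs. There 12 of 35 splits were as large in LPS+ET against LPS and 6 of 35 in LPS+ET+KU against LPS+ET. Only 8 of the 35 splits part the gradients of every pool as treatment does, and treatment was the largest of these for all results above except ribosomal protein mRNAs (3 of 8 and 2 of 8). The remaining splits keep gradients of a pool together and so carry pool differences. Among the 8 splits alone, 1 of 8 is the smallest possible share, too coarse to exclude chance.

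For polysome profiles, 1 of 35 splits gave as many genes as LPS+ET against LPS, but 2 of 35 gave as many interactions, and 3 of 35 as many genes or interactions as LPS+ET+KU against LPS+ET. The split of pools LUL15 and LUL16 against LUL17 and LUL18 gave 148 interactions in the first contrast, against 142 by treatment, and 3479 genes and 397 interactions in the second, against 839 and 110. The third split, with LPS+ET+KU of LUL15, LUL16 and LUL18 and LPS+ET of LUL16 on the same side, gave 2642 genes and 275 interactions. The first of these splits follows the pools and the third does so in part, as both keep the gradients of at least 1 pool together. Among the 8 splits that part every pool, treatment gave the most genes and interactions in both contrasts, and the other 7 gave 0 interactions, with at most 316 genes in the first contrast and 34 in the second. Chance thus stays open by the 35 splits, while the splits that compete with treatment carry pool differences. With the pool as a block the second contrast gave 1919 genes. For RiboLoad limma called 0 genes in both contrasts (154 and 317 at an unadjusted p under 0.05), and 35 of 35 splits gave at least that many, so the split count says nothing there. All splits gave 0 in the first contrast, and up to 5656 genes in the second. With scaled fractions, 1 of 35 splits gave as many as the 26 genes in LPS+ET against LPS, and 35 of 35 gave at least the 0 by limma in LPS+ET+KU against LPS+ET (689 at an unadjusted p under 0.05), with up to 8 genes.

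Movement of mRNAs along the gradient may underlie the 142 interactions of LPS+ET against LPS. If mRNAs move, neighbouring fractions should change alike, and the called genes had a median lag-1 autocorrelation of 0.401 along the 13 fractions, with 125 of 142 above 0, where shuffled fraction orders reached 0.0764 at their 95% point (one-sided permutation p 0.001, the smallest 1000 orders can give). All 10360 tested genes had a median of 0.130, so some of this is common to genes not called, but 1000 random sets of 142 tested genes reached 0.210 at most (one-sided permutation p 0.001). For LPS+ET+KU against LPS+ET the median was 0.0196, with 57 of 110 above 0 (permutation p 0.132), and movement and effects of single libraries cannot be told apart there, since a mixture of both would give such a median. A shift of the collected fractions by the same step for all mRNAs stays open in the first contrast. Of the called genes 66.2% moved the commoner way, 94 towards lighter and 48 towards heavier fractions. These directions cannot decide it, because each library is scaled to its own total, so a shared shift can move genes both ways. Counts shared between pseudogenes and their parent genes stay open as a cause. Pseudogenes were called at 6.58% and other genes at 1.21% (two-sided Fisher's exact p 2.09e-09). Parent genes were not set apart from the other genes, and sharing changes their counts too, so these shares cannot exclude it. The corresponding shares in the second contrast were 6.67% and 0.876%. Sharing may still account for the pseudogene calls. Genes counted more than 1000 bases from an annotated transcript end were called in 1.44% of cases in the second contrast, against 0.965% for nearer ones (Fisher's exact p 0.0943), too few to tell whether single-library effects were commoner at such sites.

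Cdh23 rose after etoposide and fell with the inhibitor in all 4 pools, but its profile was uneven: LPS+ET averaged 833 CPM in fraction 7, 16.0 in fraction 10, 1019 in fraction 11, 3.86 in fraction 13 and 136 in fraction 15. The 39 libraries of a pool had the same pattern in every pool (r of 0.725 to 0.887 between pools), and the lag-1 autocorrelation of the LPS+ET profile was -0.03. A candidate explanation is an effect of single fraction libraries that is the same in the 4 pools, as a primer assigned to the same fraction in each pool would give. Peaks of other genes in all 4 pools fell in the 3 libraries where Cdh23 peaked (LPS fraction 7, LPS+ET fraction 11 and LPS+ET+KU fraction 10) in 8 of 11 cases, where 1 is expected if they spread evenly over 33 positions. Those genes were Gm13426, Cd164l2, 4930558K02Rik, Cdk8 and Defb1, named after their values were seen. The counted site lay 68967 bases from the nearest annotated end of Cdh23 and inside an intron, which fits tags from within the gene. More Cdh23 mRNA after etoposide would raise all fractions, and 2 of 13 fractions were no higher in LPS+ET than in LPS, too few to decide. None of 9715 other genes correlated with Cdh23 above 0.8 (the highest was Cdk8, at 0.793). The assignment of primers to libraries was not available, so the hypothesis could not be tested further.

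RiboLoad varied widely between gradients of the same treatment, and uneven totals of the fraction libraries are a likely source. After scaling each fraction to CPM, 91.4% of genes had a smaller spread within treatments, and the median SD went from 12.2 to 5.81 percentage points. Scaling also removes any real difference in the mRNA held by the fractions, so neither version is a measure of absolute polysome occupancy.

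Etoposide could lower transcripts of long genes, because topoisomerase II is needed for their transcription. Spearman's rho between gene length and the log2 fold change in LPS+ET against LPS was 0.0343 across genes, which are not independent replicates, and 31 of 35 splits were as large. The longest 10% of genes had a median change of 0.32, with no test of its spread. A lowering of long genes and chance cannot be told apart here, since other splits reached a rho of 0.253 in size. In LPS+ET+KU against LPS+ET rho was -0.101, with 14 of 35 splits as large. For scaled RiboLoad in LPS+ET against LPS rho was -0.205, with 4 of 35 splits as large, so a lower heavy share of long genes and chance cannot be told apart with 8 gradients. In LPS+ET+KU against LPS+ET the rho of scaled RiboLoad had the other sign, at 0.175, also with 4 of 35 splits as large.

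The falls of Plk1, a mitotic kinase gene, and of Cdkn3 and Pif1 may reflect fewer ribosome-associated mRNAs of G2 and M phase. A list of 28 other G2 and M phase mRNAs had a median log2 change of -0.88 in LPS+ET against LPS, with 25 lower and 10 called (camera adjusted p 3.9e-07, fry 0.0115), and 1 of 35 splits was as large, although camera with an estimated correlation gave an adjusted p of 0.282. A fall of all cell cycle mRNAs alike is argued against, since 27 S phase mRNAs had a median of -0.15 (camera adjusted p 0.472), with 6 of 35 splits as large. With the inhibitor, the median of G2 and M phase mRNAs was -0.49 against LPS+ET (26 of 28 lower, camera adjusted p 2.2e-07, fry 0.0627, estimated correlation 0.282), and that of S phase mRNAs was -0.39 (24 of 27 lower, camera 4.1e-06, fry 0.0673, estimated correlation 0.291). With 3 and 5 of 35 splits as large, chance cannot be excluded for either fall, though most of the 35 splits carry pool differences. The S phase list was lower in 4 of 4 pools (-0.55 to -0.11). With the pool as a block, camera gave an adjusted p of 3.1e-06 for G2 and M phase and 3.5e-06 for S phase. Pool LUL16 was the exception for G2 and M phase mRNAs, at 0.25. With equal weight per fraction these medians kept their signs, at -0.62 and -0.28 for G2 and M phase and -0.02 and -0.06 for S phase. A change in the share of cells in each phase and a change in mRNA per cell give the same counts and were not separated.

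Cxcl10 and Ifit1 are interferon-response genes, and their rises suggest higher ribosome-associated interferon-response mRNAs with KU55933. A list of 29 such mRNAs had a median log2 change of 0.60 in LPS+ET+KU against LPS+ET, with 27 higher (camera adjusted p 2.2e-07, fry 0.0351), although camera with an estimated correlation gave 0.282. The list rose in 3 of 4 pools (0.59 to 0.93) and was at -0.11 in pool LUL16. Of 35 splits 1 was as large, but the next was at 0.595, so the margin was small. The list leaves out Cxcl10 and Ifit1, on which the idea rests. In LPS+ET against LPS the list was lower, at -0.47 (24 of 29 lower, camera adjusted p 0.003, fry 0.0749, estimated correlation 0.468). It was lower in 4 of 4 pools, and 1 of 35 splits was as large, with the next at 0.300 in size. The median rise with the inhibitor thus includes a move back towards the LPS level. A larger share of myeloid cells in the inhibitor gradients may also contribute and stays open. The 15 detected myeloid mRNAs of 25 rose in 2 of 4 pools, with a median of -0.06, but 7 were higher and 8 lower, 28 of 35 splits were as large, and 9 averaged less than 10 CPM in LPS+ET. In LPS+ET against LPS the myeloid list had a median of 0.56 (camera adjusted p 0.111). T cell mRNAs (8 detected of 15) had medians of 0.29 and -0.08 in the 2 contrasts (camera adjusted p 0.916 and 0.920), while edgeR gave 0.00 and 0.17, so their sign depended on the measure. Whether the inhibitor itself or the loss of ATM signalling raises these mRNAs cannot be read from the design, which has no inhibitor without etoposide.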
